A study of Mus musculus with 278 samples. Its data were reported in "Construction of developmental lineage relationships in the mouse mammary gland by single-cell RNA profiling" (2017).

How the data were processed

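Single-cell RNA-seq data from the mouse mammary gland were reanalysed from gene counts in 278 cells, each of which was a library of its own on the Fluidigm C1 platform, prepared with Nextera XT and sequenced on a NextSeq 500. The authors mapped read pairs to the mm10 genome with the Subread aligner and assigned them to genes by featureCounts with the RefSeq annotation built into Rsubread. Per the file headers and values, the deposited tables hold raw counts of read pairs per Entrez gene, with no normalisation and no molecular identifiers. A table of the whole series held the same counts and was not used here. Groups were taken from the labels (adult luminal, adult basal and pregnancy total epithelium). Cell numbers in the text are those of the cell titles. The strain of the animals differs from that of the reference genome, and variants between them were not examined.

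Of 27179 gene IDs, 25275 had a symbol in the GRCm38.p6 gene table, the same build as mm10. Coordinates were taken from that table. The 1904 IDs without a symbol (1.20% of reads), 15 mitochondrial genes (9.54%) and 134 ribosomal genes (1.66%) were removed, as in the study's methods, which left 25126 genes. Cells were retained with the study's minimums, which were 100000 reads and 1500 genes for adult luminal cells and 50000 reads and 1000 genes for adult basal and pregnancy cells. For ratios, genes had to reach 1 CPM in 3 or more retained cells, and 15320 did. "Reads" stands for read pairs assigned to kept genes.

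No test was run. Each library is 1 cell, the labels name no animal, and cells of 1 group are not replicates. Shares of cells have exact binomial (Clopper-Pearson) intervals and summed counts exact Poisson intervals. A ratio of 2 sums has the exact conditional interval. Where a summed count was 0, the ratio was computed against a floor of 3 counts over the group and is a bound. A share of 0 is given with the limit that 3 cells of the total set. For genes per cell, shares of cells and scores, every cell was thinned without replacement to 50000 reads, and the unthinned value is printed too. All retained cells reached that depth.

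Counts were summed over the retained cells of a group, divided by the total and expressed as CPM (read counts of a gene relative to all reads of the group, on a common scale). The lineage lists were the study's 200 basal and 200 luminal genes from independent bulk RNA-seq, of which 197 and 196 matched a kept gene. A list's median log2 ratio was set against 10000 random lists of the same size, matched in 20 bins of mean expression. Genes named in the text followed a rule of size. It took the 5 highest and 5 lowest log2 ratios among genes with 100 CPM or more in the higher group and 1 or more reads in at least 50% of its thinned cells, besides a fixed set of markers. Genes of the lists were left out of the comparisons between pregnancy and adult classes.

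Class thresholds, clustering and distance were as follows. A cell's class came from the percent of the 197 basal-list and 189 luminal-list genes (milk genes left out) with 1 or more reads, against the 10th percentile of the adult basal and the adult luminal cells. By construction, close to 10% of each reference sort lies under its own threshold. Clustering used log2 CPM with a prior count of 5, each gene standardised over the cells, Euclidean distance and complete linkage, with 2 clusters for each adult sort and 3 for pregnancy. Adult basal and pregnancy cells were clustered on the lineage lists, and adult luminal cells on 15 luminal progenitor and 15 mature luminal markers. All progenitor markers and 13 of the mature luminal ones are also in the luminal list. The distance between 2 cells was the root mean square of the 500 largest log2 differences. Cycling cells had 1 or more reads in 3 or more of 10 markers, and 9 of the 10 were found in at least 10% of adult luminal cells. Endothelial, immune, fibroblast, Schwann, pericyte and erythroid cells were sought with 3 or more of 5, 5, 6, 5, 5 and 4 matched markers. At least 10% of adult luminal cells detected 5 of the fibroblast, 3 of the erythroid, 2 of the Schwann and 1 of the pericyte markers, so these types rest on genes that the sorted epithelium also showed.

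Doublets were handled without a caller. The authors inspected capture sites by eye before sequencing, and 1000 pairs of cells were simulated here from 25000 reads of each member. Members of the pregnancy pairs came from the basal and luminal classes of the same run and detected at most 10% of the other lineage list.

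The ratios, intervals, list percentiles, thinning and scaling were tested on simulated counts drawn for the 15320 real genes from real means and library sizes, with 200 genes changed by known factors. For adult basal over adult luminal, 100% of the changed genes were found in the right direction with an interval that left out 0, the median error was 0.045 on the log2 scale, and the interval held the true ratio for 95.6% of the unchanged genes. For pregnancy over adult luminal the values were 100%, 0.047 and 96.0%. These counts varied as Poisson draws do, which real cells exceed.

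The groups, comparisons, gene lists, thresholds and the first set of alternatives were fixed before the data were examined. The alternatives changed 1 choice at a time, among them thinning depth, the reads that count as detection, the percentile of the reference cells, the gene lists, the weight of each cell, TMM scaling (edgeR), cell and gene filters, linkage and the number of leading genes. Added after the data were seen were the division of pregnancy cells by title number and the removal of 1 adult basal cell with immune markers. The division was placed where detection of genes outside the lists changed most, with at least 15 cells on each side. Software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16. The study describes more adult cells of both sorts than the 112 and 43 used here, so each adult group is a part of the study's cells, and a share of 0 speaks only for the cells used. The study's other cells of these sorts, its Chromium data and its other C1 stages were not analysed here.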

Results

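Single epithelial cells of the mouse mammary gland (strain FVB/NJ) were profiled by RNA-seq after capture on the Fluidigm C1 system, a microfluidic chip that isolates cells in separate chambers and makes cDNA in each. The 278 cells fell into 3 groups. There were 112 cells sorted as basal and 43 cells sorted as luminal from adult glands, and 123 cells of the total epithelium from pregnant animals. Basal cells form the outer, contractile layer of the ducts and luminal cells line the lumen. Total assigned reads per cell had a median of 291808 in adult basal cells (range 50 to 1402390), 686377 in adult luminal cells (292 to 1104862) and 178923 in pregnancy cells (966 to 911874). Each library was 1 cell and no animal was named, so each group counted as 1 sample, no test between groups was run and no difference has a replicate check. All intervals are exact and at the 95% level, Clopper-Pearson for shares and Poisson for summed counts. They cover counting error only, since the reads were amplified by PCR and carried no molecular identifiers. A share of 0 is instead given with the limit that 3 cells of the total set. The exact upper bound is higher, at 4.25% for 0 of 85 and 9.03% for 0 of 39 cells. Stage and sort were confounded, because pregnancy cells were not sorted by lineage and no adult total epithelium was analysed here.

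The filter on reads and genes retained 85 of 112 adult basal cells (75.9%, interval 66.9 to 83.5), 39 of 43 adult luminal cells (90.7%, 77.9 to 97.4) and 96 of 123 pregnancy cells (78.0%, 69.7 to 85.0). The adult luminal cells had to pass higher minimums than the others. The study counts slightly more pregnancy cells after its filter than the 96 retained here, a difference left unexplained. With those minimums in every group, the alternative that moved this result most, 63.4% of pregnancy cells were retained. Reads in kept genes per retained cell had medians of 378775 (adult basal), 638785 (adult luminal) and 215307.5 (pregnancy). No pair of cells held identical counts, and the highest correlation between 2 thinned cells on the log2 scale was 0.749.

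The number of genes detected per cell was compared after every retained cell had been thinned to 50000 reads. The median was 2262 genes in adult basal cells (range 926 to 4161), 3439 in adult luminal cells (2014 to 5068) and 3235.5 in pregnancy cells (1880 to 5883). Unthinned medians were 2920, 4892 and 4317.5 genes in the same order. Not thinning moved these values most, and the order of the groups was the same at every depth tried except 100000 reads, where pregnancy cells (3988.5) came above adult luminal cells (3833) and 18 pregnancy and 4 adult basal cells were too shallow to enter.

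**Figure D1:**
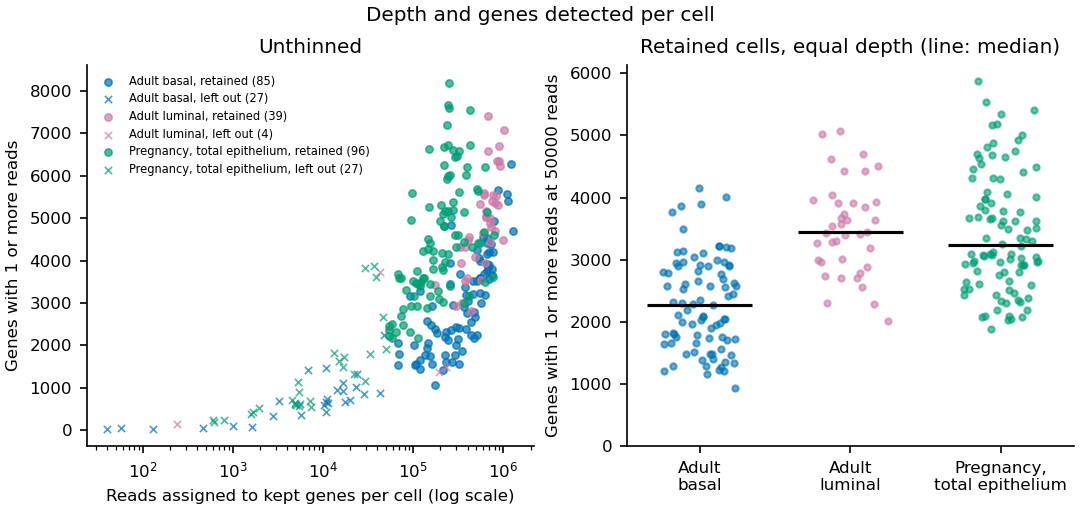
Each point is 1 cell, coloured by group. The left panel plots genes with 1 or more reads against reads in kept genes (log axis), with circles for the 85, 39 and 96 retained cells and crosses for cells left out, and the right panel plots genes detected after thinning retained cells to 50000 reads, where the lines mark medians of 2262, 3439 and 3235.5 genes.

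Whether the adult sorts carried the lineage programmes was asked with 2 gene lists, which the study had taken from separate bulk RNA-seq of sorted populations. The median log2 ratio of summed counts scaled to CPM, adult basal over adult luminal, was 4.84 over 196 genes of the basal list, of which 188 were higher in basal cells. Over 193 genes of the luminal list it was -7.59, and 186 were higher in luminal cells. These medians lay at percentiles 100 and 0 among 10000 random lists matched on expression, whose medians ran from -0.87 to 0.26 for the basal and from -0.85 to 0.22 for the luminal list. Of these genes, 40 and 84 had no read in the lower group and entered at a bound of 3 counts over the group, so their part of each median is a minimum. TMM scaling moved the medians most, to 5.14 and -7.29, since it shifts every ratio by 0.30. It changed the direction of neither list.

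The genes named by a size rule fixed beforehand showed how far the sorts stood apart. Tenm2, Cacna2d1, Dkk3, Tpm2 and Postn had the largest ratios towards basal cells, with CPM in the higher group between 225.7 (Dkk3) and 5540 (Postn). Cacna2d1 and Dkk3 had no read in luminal cells, which puts their log2 ratios at 11.12 or more and 10.84 or more. Tenm2 had 1 luminal read and a log2 ratio of 13.11 (10.63 to 18.42). Towards luminal cells the rule named Tph1, Cited1, Ly6a, Iigp1 and Prlr. Cited1 (Entrez gene 12705, chromosome X, 102247378 to 102252181) was at 903.6 CPM in luminal cells and had no basal read, so its log2 ratio was -13.39 or lower. Prlr (19116, chromosome 15, 10177238 to 10349190) reached 5824 CPM (5794 to 5854) in luminal and 1.48 CPM (1.11 to 1.94) in basal cells. Coordinates are 1-based on GRCm38.p6, and the values cover whole annotated genes. In the lower group a few cells often held most reads. Adult luminal cell 43 held 75.9% of the luminal Tpm2 reads and cell 35 71.5% of those of Postn, without which the ratios rose from 9.23 to 11.24 and from 8.44 to 10.21. Ly6a belongs to a gene family, and reads shared with its relatives were not examined.

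Known markers went the way of the sorts, with 1 exception in the sums. Krt14 (16664, chromosome 11, 100203162 to 100207510) had a log2 ratio of 5.72 (5.65 to 5.80) and was detected in 98.8% of basal and 23.1% of luminal cells. Acta2 had a log2 ratio of 6.39 and Krt5 of 8.10, although 99.2% of the luminal Acta2 reads and 95.5% of the luminal Krt5 reads came from adult luminal cell 35. Without that cell the ratios were 13.31 and 12.52. Axl was higher in basal cells (2.26), with 61.3% of its luminal reads in adult luminal cell 26, which carried fibroblast markers. Without that cell the ratio was 3.60. Krt8 (-2.27), Krt18 (-3.97) and Epcam (-1.24) were higher in luminal cells, as were Areg (-10.98), Ehf (-10.80), Kit (-9.13), Mki67 (-1.95) and Elf5 (-1.28). Aldh1a3 had 1 basal read and a ratio of -11.35 (-16.65 to -8.87). Adult basal cell 60 held all 297 basal Elf5 reads, and without it the ratio was -7.90 or lower. Adult basal cell 36 held 79.3% of the basal Mki67 reads, and the ratio without it was -4.19. Of the 16 basal Areg reads 93.8% lay in cell 91, and of the 53 basal Prlr reads 83.0% in cell 35, without which the ratios were -14.98 and -14.48. All 7 basal Ehf reads lay in cell 50 (-12.02 or lower without it), and 50.0% of the 4 basal Kit reads in cell 36 (-10.10 without it). Cd14 had a log2 ratio of 1.68, but 99.6% of its 18178 basal reads came from adult basal cell 19, and the ratio reversed to -6.17 without that cell.

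Mixed-lineage cells, which carry basal and luminal genes together, were a main subject of the study. A cell was called mixed where the share of basal-list genes it detected reached 19.3% and the share of luminal-list genes 26.7%, the 10th percentiles of adult basal and adult luminal cells. The 7 milk genes in the luminal list were left out of it, and cells had been thinned to 50000 reads. None of 85 adult basal cells was mixed, which allows a share of up to 3.53%. Their share of luminal-list genes was between 0% and 5.29%, whereas it was between 11.1% and 49.2% in adult luminal cells. Among adult luminal cells 2 of 39 were mixed (5.13%, 0.627 to 17.3). Among pregnancy cells 12 of 96 were mixed (12.5%, 6.63 to 20.8), 53 were of the basal class (55.2%, 44.7 to 65.4), 20 of the luminal class (20.8%, 13.2 to 30.3) and 11 of neither (11.5%, 5.86 to 19.6). The adult sorts held 77 basal-class and 8 unclassed basal cells, and 33 luminal-class and 4 unclassed luminal cells. The pregnancy share of mixed cells depended strongly on the rule, from 0% with the median of the reference cells to 34.4% with their 5th percentile. Without thinning it was 30.2%. In adult basal cells it was 0% under every alternative tried.

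**Figure D2:**
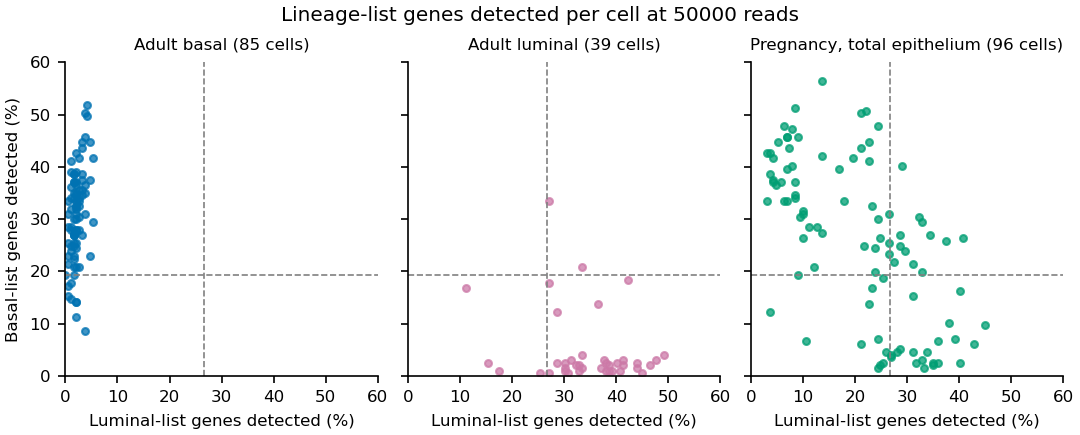
Each point is 1 retained cell thinned to 50000 reads. The horizontal axis is the percent of luminal-list genes detected, the vertical axis the percent of basal-list genes, and dashed lines mark the thresholds of 26.7% and 19.3%. The upper right field holds 0 of 85 adult basal, 2 of 39 adult luminal and 12 of 96 pregnancy cells.

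Hierarchical clustering on lineage genes was run within each group, with adult luminal cells clustered on a shorter set of markers. It divided adult basal cells into 84 cells and 1 cell, number 19, which carried immune markers. With thinned cells the lone adult basal cell was another, of the basal class, and with Ward linkage the smaller cluster held 29 cells. Pregnancy cells fell into clusters of 62, 31 and 3 cells. The largest of these (64.6%, 54.2 to 74.1) held 51 basal-class and 9 mixed cells, the next held 19 luminal-class, 3 mixed and 2 basal-class cells, and the smallest held 1 luminal-class and 2 unclassed cells. In that smallest cluster the median cell detected 9 of 15 mature luminal and 6 of 15 luminal progenitor markers. Adult luminal cells, clustered on these 2 sets of markers, fell into 28 and 11 cells (71.8%, 55.1 to 85.0, in the larger). The median cell of the larger cluster detected 12 mature luminal and 5 progenitor markers, and that of the smaller 2 and 11. Counted cell by cell, 7 of 39 adult luminal cells detected 8 or more progenitor markers only, 16 mature luminal markers only, 14 both and 2 neither. This count was chosen after the data were seen. Cluster sizes depended on the method. Ward linkage put 65.9% of adult basal and 49.0% of pregnancy cells in the largest cluster, and thinned cells gave 53.8% for adult luminal cells. The place of the mixed pregnancy cells depended on the method too. With Ward linkage all 12 lay in a cluster with 19 luminal-class and 8 basal-class cells. With thinned cells all 12 lay with 19 luminal-class and 11 basal-class cells. No grouping of mixed cells with basal cells is therefore read from the clusters.

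Heterogeneity within a group was measured as the leading log2 distance between pairs of its cells. The median was 3.49 in adult basal cells (quartiles 3.23 and 3.73), 3.01 in adult luminal cells (2.84 and 3.20) and 3.03 in pregnancy cells (2.69 and 3.27). The difference between luminal and pregnancy cells lay far inside the spread between pairs, and its direction changed with the setting. Without thinning, which moved the distance most, the medians were 6.16, 6.11 and 4.78, with pregnancy cells the closest to each other. Adult basal cells also detected the fewest genes at 50000 reads, with a median of 2262 against 3439 (adult luminal) and 3235.5 (pregnancy). The distance was not matched on genes detected, so a greater heterogeneity of basal cells is not read from it.

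CD55 and CD14 were studied as surface markers of luminal progenitors, and their transcripts were counted in each cell. Cd55 (13136, chromosome 1, 130429798 to 130465009) was detected in 0 of 85 adult basal cells, which allows up to 3.53%, in 21 of 39 adult luminal cells (53.8%, 37.2 to 69.9) and in 37 of 96 pregnancy cells (38.5%, 28.8 to 49.0). Its log2 ratio, basal over luminal, was -11.05 or lower. Cd14 (12475, chromosome 18, 36725064 to 36726815) was detected in 2 of 85, 16 of 39 (41.0%, 25.6 to 57.9) and 63 of 96 cells (65.6%, 55.2 to 75.0). No order between the adult sorts is read from the summed Cd14 reads, which went against these shares because of adult basal cell 19. Both transcripts were found in 9 of 39 adult luminal cells (23.1%, 11.1 to 39.3), where independence would give 8.62, and in 32 of 96 pregnancy cells (33.3%, 24.0 to 43.7), where it would give 24.3. Unthinned cells gave 24 of 39 and 50 of 96 for Cd55, 21 of 39 and 68 of 96 for Cd14, and 12 of 39 and 44 of 96 for both. In adult luminal cells independence would give 12.9 unthinned. It would give 8.21 at 20000 reads and 5.74 with 5 or more reads, where 7 and 5 cells had both. Pregnancy cells include both lineages and both genes are in the luminal list. An excess over independence there can follow from that mix alone, so no shared expression is read from it. A minimum of 5 reads moved Cd55 in pregnancy most, to 18.8%.

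The milk genes (Csn1s1, Csn1s2a, Csn1s2b, Csn2, Csn3, Wap, Lalba and Glycam1) separated the groups widely. They took 0.00068% of adult basal, 1.25% of adult luminal and 22.8% of pregnancy reads. Giving every cell the same weight moved the pregnancy value most among the settings fixed beforehand, to 14.1%. Csn2 (12991, chromosome 5, 87692619 to 87699429) was detected in 6 of 85 adult basal cells (7.06%, 2.63 to 14.7), 19 of 39 adult luminal cells (48.7%, 32.4 to 65.2) and 90 of 96 pregnancy cells (93.8%, 86.9 to 97.7). Wap was detected in 0 of 85, 2 of 39 and 61 of 96 cells, and Lalba in 0, 9 and 66. Csn1s2b had 223 adult luminal reads, 99.1% of them in cell 32. Glycam1 had 3 adult reads in all and gives no comparison between the adult sorts. Within pregnancy, Csn2 was found in 48 of 53 basal-class cells (90.6%, 79.3 to 96.9) and in all 20 luminal-class and 12 mixed cells. The milk share of reads was 14.1% in the basal class, 27.6% in the luminal class, 22.9% in mixed and 43.9% in unclassed cells. Within the runs described below, the share of summed reads was 18.2% in mixed and 17.0% in luminal-class cells (run 1), and 29.4% and 32.8% (run 2), while the median mixed cell had 19.1% and 30.0% and the median luminal-class cell 12.5% and 26.4%. The order of these classes thus depends on the run and on the measure. The share was unevenly spread in the basal class, with 2.31% of summed reads in run 1 and 23.3% in run 2. The median basal-class cell had 0.757% and the highest 54.7%. Unclassed cells had 0.159% in run 1 (1 cell) and 46.2% in run 2 (10 cells).

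The pregnancy cells also differed along the numbers in their titles. Ordered by that number, detection of 6327 genes outside the lists changed most between cells 55 and 56, where the mean squared z was 3.41. The same scan of the adult basal cells gave at most 1.11. Numbers up to 55 (45 retained cells) are called run 1 and higher numbers (51 cells) run 2. The labels name no capture, animal or day that divides there, and the division was drawn after the data were seen. Median reads per retained cell were 205245 in run 1 and 219095 in run 2.

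The runs differed in several of the pooled values given above. Milk genes took 8.88% of reads in run 1 and 31.4% in run 2, and the median number of genes at 50000 reads was 3980 and 2825. These medians lie on both sides of the adult luminal median of 3439. Milk reads count towards the 50000, so a cell rich in them had fewer reads left for other genes. Mixed cells were 8 of 45 (17.8%, 8.00 to 32.1) and 4 of 51 (7.84%, 2.18 to 18.9). Basal-class cells were 28 of 45 and 25 of 51, and luminal-class cells 8 of 45 and 12 of 51. Cd55 was detected in 15 of 45 and 22 of 51 cells and Cd14 in 26 of 45 and 37 of 51. Csn2 was detected in 42 of 45 and 48 of 51 cells, but Wap in 20 of 45 (44.4%, 29.6 to 60.0) and 41 of 51 (80.4%, 66.9 to 90.2). The median leading log2 distance was 2.91 within run 1 and 3.11 within run 2.

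Proliferation was scored as detection of 3 or more of 10 cycling markers. This held in 2 of 85 adult basal cells (2.35%, 0.286 to 8.24), 8 of 39 adult luminal cells (20.5%, 9.30 to 36.5) and 26 of 96 pregnancy cells (27.1%, 18.5 to 37.1). Unthinned counts were 3, 10 and 28 cells. Asking for 5 or more reads per marker gave the largest change in pregnancy, to 20.8%, inside the counting interval. By run, 24 of 45 cells (53.3%, 37.9 to 68.3) and 2 of 51 cells (3.92%, 0.479 to 13.5) were cycling, so the pooled pregnancy share describes neither run. All 8 mixed cells of run 1 were cycling and none of the 4 of run 2.

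**Figure D3:**
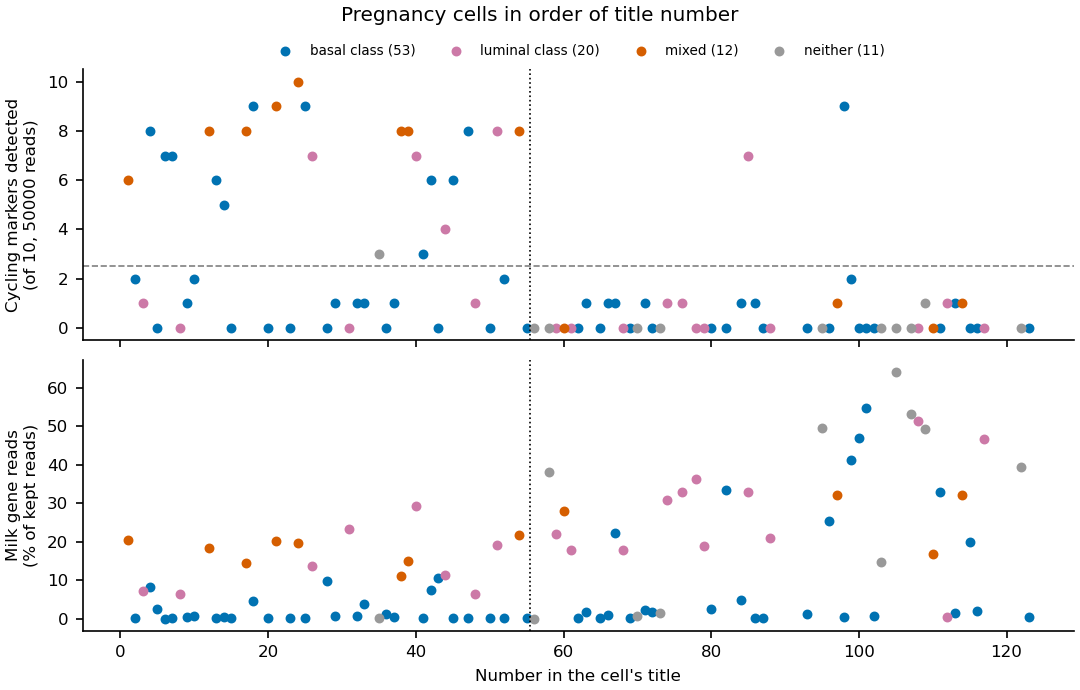
Each point is 1 of the 96 retained pregnancy cells, placed by the number in its title and coloured by class. The upper panel plots how many of 10 cycling markers were detected at 50000 reads, with a dashed line under the 3 required, and the lower panel plots milk genes as a percent of kept reads. The dotted line divides run 1, with 24 of 45 cycling cells, from run 2, with 2 of 51.

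Markers of cell types outside the epithelium were counted as a check on the sorts. A cell with 3 or more markers of any of 6 types was found 1 time among 85 adult basal cells (1.18%, 0.0298 to 6.38), 6 times among 39 adult luminal cells (15.4%, 5.86 to 30.5) and 23 times among 96 pregnancy cells (24.0%, 15.8 to 33.7). The adult basal cell carried immune markers. In adult luminal cells fibroblast markers were found in 5 cells, endothelial in 2, pericyte in 1 and immune, Schwann and erythroid markers in none. In pregnancy they were found in 12 (fibroblast), 8 (endothelial), 5 (pericyte), 3 (immune), 1 (Schwann) and 1 (erythroid) cells, some of which carried more than 1 type. By run, 17 of 45 (37.8%, 23.8 to 53.5) and 6 of 51 (11.8%, 4.44 to 23.9) cells carried any type. All 12 cells with fibroblast markers and 6 of the 8 with endothelial markers also detected 2 or more of 4 keratins. Asking for 2 markers only gave the largest change, to 42.7% in pregnancy. The unthinned counts were 1, 7 and 30 cells.

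Pregnancy was compared with adulthood within each class, over genes outside the lists that define the classes. The 2 luminal classes differed in subtype markers. Of the 20 pregnancy cells, 19 lay in the cluster whose median cell detected 12 luminal progenitor and 1 mature luminal markers. Of the 33 adult cells, 24 lay in the cluster with medians of 5 and 12. This mix was not matched, so the ratios may reflect it as well as stage. In the luminal class (20 pregnancy and 33 adult cells) the size rule named Saa1, Saa2, Ltf, Fabp3 and Lao1 as higher in pregnancy. Ltf (17002, chromosome 9, 111019292 to 111042766) reached 2702 CPM (2656 to 2748) against 11.0 (9.67 to 12.5), a log2 ratio of 7.94 (7.75 to 8.13), with 5.24 in run 1 and 8.44 in run 2. It was detected in 85.0% and 6.06% of cells, and its ratio was 8.96 without adult cell 9, which held 52.1% of the adult reads. Saa1 had no adult read, and its log2 ratio of 13.73 or more was 9.64 or more in run 1 and 14.28 or more in run 2. Without pregnancy cell 59, which held 38.9% of its reads, it was 13.09 or more. Saa1 and Saa2 are close relatives on chromosome 7, so the division of reads between them is uncertain. All 74 adult Fabp3 reads lay in 1 cell, number 38, and the ratio of 7.59 became 12.17 or more without it. Fgg, Mtmr7, Samd5, Lmo7 and Dsp were lower in pregnancy. Dsp fell from 429.7 to 5.59 CPM, a log2 ratio of -6.27 (-6.86 to -5.73), with -4.88 in run 1 and -8.50 in run 2. Its ratio was -6.99 without pregnancy cell 31 (42.9% of pregnancy reads) and -5.67 without adult cell 7 (36.1% of adult reads). Lmo7 had 9 pregnancy reads, 77.8% of them in cell 51, and its ratio of -6.32 was -8.41 without that cell. Fgg had no pregnancy read (-10.34 or lower), and its ratio was -9.61 or lower without adult cell 19, which held 41.8% of the adult reads. Mtmr7 (-11.06, -16.37 to -8.58) and Samd5 (-9.33, -14.64 to -6.85) had 1 pregnancy read each.

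In the basal class (53 pregnancy and 77 adult cells) Lpl, Fabp4, Plet1, Cxcl2 and Plin2 were higher in pregnancy and Slpi, Ltbp2, Chil1, Mme and Mical2 lower. Lpl (16956, chromosome 8, 68880555 to 68906932) had a log2 ratio of 8.28 (7.75 to 8.87) and was detected in 60.4% and 1.30% of cells. Its ratio was 8.82 in run 1 and 7.64 in run 2, and 9.61 without adult cell 32, which held 60.7% of the 28 adult reads. Slpi (20568, chromosome 2, 164354070 to 164356507) fell from 7704 to 355.0 CPM, a log2 ratio of -4.44 (-4.49 to -4.39), with -6.97 in run 1 and -3.72 in run 2. Pregnancy cell 66 held 36.3% of its pregnancy reads, and the ratio without it was -5.07. In the pregnancy ratios, too, reads in the lower group were few or concentrated. Without the adult cell with most reads the ratios were 9.47 (Fabp4), 7.66 (Plet1), 5.99 (Cxcl2) and 6.05 (Plin2), and 8.60 for Lao1 in the luminal class, whose ratio of 7.24 was 5.24 in run 1 and 7.69 in run 2. The other 8 genes of the basal class had log2 ratios between -4.07 (Ltbp2) and 7.49 (Fabp4). All 20 genes of the 2 classes kept their direction in each run. TMM scaling moved the ratios by 0.62 in the luminal class and by 0.11 in the basal class, and reversed none of these genes. Taking all retained cells of the adult sort in place of the class adds the 8 unclassed adult basal cells to the basal class. It lowered Cxcl2 from 5.05 to 0.21, Lpl from 8.28 to 4.11, Fabp4 from 7.49 to 6.37 and Plet1 from 6.18 to 5.70. In the luminal class it lowered Ltf from 7.94 to 7.27. The other 15 genes stayed inside their counting intervals. Adult basal cell 19, with immune markers, is 1 of the 8. Without it, an alternative added after the results were seen, Cxcl2 was at 5.10, Lpl at 4.30, Fabp4 at 6.35 and Plet1 at 5.68. Cell 19 thus accounts for the fall of Cxcl2 and not for those of Lpl, Fabp4 and Plet1. Stage, sort and capture differ together in these comparisons, and no replicate separates them.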

Values the study reported

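For the C1 platform the study reported up to 8000 detected genes per cell. It profiled 145 purified adult basal cells and described 7 of the 145, about 5%, as mixed-lineage cells. Its filter asked for 100,000 read pairs and 1500 genes per cell, relaxed to 50,000 and 1000 for basal and pregnancy cells. By flow cytometry, which measures protein, about 33% of adult luminal cells carried both CD14 and CD55. The pregnancy stage was given as 12.5 days.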

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

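The tests in this part were chosen after the result was seen. Mitochondrial genes lie outside the compared measures, since they were removed before every comparison. They took 11.5% of all assigned reads in the 96 retained pregnancy cells, against 7.05% in adult basal and 7.75% in adult luminal cells. The counting intervals of these shares did not overlap, and no replicate gives the spread between animals. The pregnancy share was 10.8% in run 1 and 11.9% in run 2, so the division by title number does not account for it. In 19 of the 96 pregnancy cells the share was over 20%, compared with 2 of 85 adult basal and 0 of 39 adult luminal cells. The luminal value rests on the stricter luminal filter. Adult luminal cells 15 (32.7%) and 17 (34.4%) were left out for too few genes, with 1484 and 1380. Their 231475 and 192881 reads and these genes pass the pregnancy minimums of 50000 reads and 1000 genes. The 19 pregnancy cells had a median of 93938 reads, under the luminal minimum of 100000. The contrast with luminal cells is therefore not like for like.

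A handful of poor cells was weighed as the whole cause. Without the 19 cells the pregnancy share was 9.07%, still above both adult sorts, which argues against those cells as the whole cause. The 19 cells detected a median of 2643 genes at 50000 reads, compared with 3517 in the other 77, and had fewer reads (medians of 93938 and 234788). Lower complexity at equal depth is consistent with less intact cytoplasmic RNA in these 19 cells. Of the 19 cells, 15 were of the basal class, 2 of the luminal class, 1 was mixed and 1 unclassed. A higher mitochondrial content of cells in pregnancy, a different handling of that tissue and the absence of a lineage sort remain open, and no biological explanation was tested.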

How the results depend on the processing

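The alternatives in this part were planned before the data were examined, except the title-number runs and the removal of adult basal cell 19, which were chosen after the results were seen. Values without a test are called moved here when they left their counting interval, or, where there was none, when they changed within the first 4 significant digits, which is finer than the values printed, so that some moved values print alike. Among the values that answer a comparison, 104 alternatives left the value where it was and 86 moved it. Among the other values, which are those of single genes, of single cell types and of milk genes by class, 258 left it, 103 moved it and 1 reversed it. The cause was not tested except where the alternative's own construction shows it, as with fewer reads or stricter rules. No paired analysis was possible because the shared cell numbers only count captures, each group is 1 sample and no result comes from a test. All settings fixed beforehand were run.

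The 1 reversal was Cd14, whose log2 ratio of adult basal over adult luminal went from 1.68 to -6.17 without adult basal cell 19, which held nearly all basal reads. Without that cell the list medians were 4.86 (basal) and -7.68 (luminal). They were 4.71 and -7.50 with the mean of the cells' own CPM, 5.14 and -7.29 with TMM factors, 4.86 and -7.56 with all cells and 4.85 and -7.58 with mitochondrial and ribosomal genes kept. With no filter on low genes the luminal median was -7.59. Both lists kept their direction throughout.

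With 100000 reads and 1500 genes asked of every group, 63.4% of pregnancy cells were retained. Genes per cell in adult basal, adult luminal and pregnancy cells were 2920, 4892 and 4317.5 unthinned, 1895, 2839 and 2599 at 20000 reads and 2510, 3833 and 3988.5 at 100000 reads.

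The classes of pregnancy cells moved under several settings. Mixed cells were 34.4% with the 5th percentile of the reference cells, 5.21% with the 25th, 0% with their median, 23.1% at 100000 reads, 30.2% unthinned, 3.13% with 5 or more reads and 20.8% with milk genes kept. Among adult luminal cells the mixed share fell from 5.13% to 0% with the 25th percentile and with the median. Basal-class cells were 37.5% with the 5th percentile, 41.7% with the median, 43.6% at 100000 reads, 42.7% unthinned and 39.6% with short lists of 15 genes, which gave 35.4% luminal-class cells. Cells of neither class were 2.08% with the 5th percentile, 22.9% with the 25th, 42.7% with the median and 4.17% with milk genes kept. Mixed adult basal cells were 0 of the cells examined under all 9 alternatives.

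The largest lineage-gene cluster held 65.9% of adult basal and 49.0% of pregnancy cells with Ward linkage. With cells thinned to 50000 reads it held 52.1% of pregnancy and 53.8% of adult luminal cells.

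Distances between adult basal, adult luminal and pregnancy cells were 4.49, 3.91 and 4.11 with 100 leading genes, 2.28, 2.09 and 2.02 with 2000, and 6.16, 6.11 and 4.78 unthinned. Measured as 1 minus the Spearman correlation, they were 0.655, 0.604 and 0.628. Without mixed cells the distance was 3.02 in adult luminal and 3.12 in pregnancy cells. Adult basal cells were the farthest apart in each of these settings, while the order of the other groups changed. They also detected the fewest genes at equal depth, and none of these settings matched cells on genes detected.

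In pregnancy, Cd55 was found in 52.1% of unthinned cells and in 18.8% with 5 or more reads, Cd14 in 52.1% with 5 or more reads, and both in 45.8% unthinned and 17.7% with 5 or more reads. Csn2 was found in 97.9% of unthinned pregnancy cells, and in adult basal cells in 16.5% unthinned and 0% with 5 or more reads. Milk reads as the mean of the cells' own percentages were 0.00087%, 1.24% and 14.1% in adult basal, adult luminal and pregnancy cells. With all cells they were 0.0011%, 1.25% and 22.6%. Non-epithelial markers of any type were found in 8.24% of adult basal and 42.7% of pregnancy cells when 2 markers sufficed. Cycling shares stayed inside their counting intervals under each of the 4 settings fixed beforehand.

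Run 1 and run 2 alone gave 53.3% and 3.92% cycling cells, 8.88% and 31.4% milk reads, 3980 and 2825 genes per cell, distances of 2.91 and 3.11, 37.8% and 11.8% of cells with non-epithelial markers, and 2.22% and 19.6% of cells in neither class.

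Depth limits what absence can mean. At 50000 reads per cell a weakly expressed transcript is often missed, as the rise of Csn2 in adult basal cells from 7.06% to 16.5% without thinning shows. A share of 0 allows up to 3.53% of adult basal and 7.69% of adult luminal cells.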

Other observations

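All tests of an explanation in this part were chosen after the results were seen, as were the title-number runs, the removal of adult basal cell 19, and the limits of 1% and 10% for milk reads. The hypotheses are stated as such, since they were found and tested on the same cells.

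The adult basal sort held no mixed cell under the rule used here. A rule too strict for cells with a luminal programme like that of adult luminal cells was weighed. The highest share of luminal-list genes in an adult basal cell was 5.29%, below the lowest adult luminal cell at 11.1%, which argues against it. That luminal cell, number 26, carried fibroblast markers and detected fewer than 2 of 4 keratins, so it may not be luminal. The next lowest, cell 22, was at 15.3%. Simulated pairs of an adult basal and an adult luminal cell were called mixed in 70.8% of cases. A weaker luminal signal stays open. Of 8 luminal genes that the study names for such cells (Kit, Areg, Prlr, Ehf, Cited1, Csn1s2a, Csn2 and Csn3), 3 or more were detected in 1 of 85 adult basal cells at 50000 reads and in 7 of 85 unthinned (8.24%, 3.38 to 16.2). The denominator here is 85 retained cells and that of the value quoted above is 145 cells, and the rules differ.

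The number of cells with both Cd14 and Cd55 also has another base than the quoted protein value. It was 9 of 39 retained adult luminal cells by transcript, and no direction is drawn against a share of cells stained for protein.

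Adult basal cell 19 stood apart from its sort. It carried 99.6% of the basal Cd14 reads and 3 or more immune markers, detected 8.63% of the basal list, and formed a cluster of its own in 1 of the settings tried for 2 clusters, but not with thinned cells or with Ward linkage. Leaving it out reversed the Cd14 ratio to -6.17. A macrophage or another immune cell in the sort is a candidate source, from an immune list fixed beforehand, none of whose 5 markers was found in as many as 10% of the cells of either adult sort. A mislabelled cell was not tested. Adult luminal cell 35 held nearly all luminal reads of Acta2 and Krt5 and was 1 of the 2 mixed adult luminal cells, with no milk read and no Cd14 or Cd55 read at 50000 reads.

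Mixed cells in pregnancy may be cells with both programmes or a basal and a luminal cell captured together. Under capture together, more genes would be detected than in cells of 1 class. The 8 mixed cells of run 1, all cycling, detected a median of 4608 genes, compared with 4091 in 11 cycling basal-class cells, 5090 in 4 cycling luminal-class cells and 5051 in simulated pairs. In run 2 the 4 mixed cells detected 3645.5 genes, compared with 2861 and 2976 in basal-class and luminal-class cells that did not cycle and 3780 in simulated pairs. Simulated pairs were called mixed in 94.9% (run 1) and 71.8% (run 2) of cases. Passing 2 detection thresholds itself favours cells with many genes, so the explanations cannot be told apart on these counts. Milk genes took 7.27% (run 1) and 14.8% (run 2) of the reads of simulated pairs. The lowest mixed cell had 11.0% and 16.8%. That argues against pairs with equal reads of each cell, although the spread between simulated pairs is not given. Pairs with more luminal reads were not simulated. All 8 mixed cells of run 1 were cycling, whereas 69.6% of random pairs there would hold a cycling cell, a difference that 8 cells leave open. The share of mixed cells also moved between 0% and 34.4% with the percentile used, so its size rests on the rule.

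Milk transcripts were found in most basal-class cells of pregnancy. Free milk RNA at a like level in every chamber was weighed first. Of 53 basal-class cells, 54.7% had under 1% milk reads while no mixed cell had under 11.0%, and in run 2 the basal class ran from 0.0201% to 54.7%, with 8 of 25 cells at 10% or more. That spread argues against a like level everywhere as the source of the high values, and a low background stays possible for cells with traces. Of those 8 cells, number 115 detected 13.8% of the luminal list. The others detected between 21.2% (cell 67) and 26.5% (cells 82 and 111), close under the threshold of 26.7%. Milk reads take up part of the 50000 and milk genes are outside the list, so the basal class of such cells rests on the rule. RNA of whole luminal cells would bring other luminal transcripts along. In the basal class of run 2, 20 luminal genes, chosen for an adult basal level under 1% of that in the luminal class of pregnancy, stood at 60.3% of their luminal-class level when summed, and milk genes at 71.1%. The median of the 20 genes was 46.2%, and 4 of them lay above the milk genes. In run 1 the sums were 11.8% and 13.6%, the median gene was at 14.5% and 10 of 20 lay above. Of the 53 basal-class cells of both runs, 26 detected at most 10% of the luminal list. In these the 20 genes stood at 1.87% and milk genes at 1.57% of the level in the whole luminal class. These cells were chosen by luminal genes, so the low value of the 20 genes follows in part from the choice. The sum and the single genes differ in run 2, and expression of the luminal programme by the cell itself predicts such values too, so whether the RNA was expressed, taken up or captured with a second cell was not settled.

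Cycling cells clustered among low title numbers of the pregnancy cells. A difference in depth was weighed first. Median reads were 205245 in run 1 and 219095 in run 2, and the contrast was measured at equal total reads. This argues against a difference in total depth. Milk reads count towards that total, at 8.88% in run 1 and 31.4% in run 2. Fewer reads were therefore left for other genes in run 2, and these were not matched. A different mix of classes was weighed next. Within the basal class 39.3% of run 1 cells (11 of 28) and 4.00% of run 2 cells (1 of 25) were cycling, and within the luminal class 4 of 8 and 1 of 12, so the mix cannot carry the difference. A separate capture, animal or day of pregnancy stays open. The study describes more than a single mouse for this stage, at the same stated day, and the labels give no map from cells to mice. The mean squared z over genes outside the lists was 3.41 at the division and 2.23 over the median of all divisions, while the adult basal cells reached at most 1.11. Genes outside the lists include further genes of the cell cycle, and the labels name nothing that divides there, so batch and biology cannot be told apart.

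Fibroblast or endothelial markers often occurred together with keratins in pregnancy cells. Free RNA at a like level in every chamber was weighed separately for the 2 types. For endothelial markers, 82.6% of the other cells of run 2 and 83.3% of those of run 1 had no read, compared with medians of 54.5 and 64 reads in the cells with both, which argues against it. For fibroblast markers, 30.3% of the other 33 cells of run 1 had no read and their median was 5 reads, compared with 652 in the 12 cells with both. Free fibroblast RNA at uneven levels may therefore contribute in run 1, and the counts do not settle it, since the cells were chosen by these markers and adult luminal cells detected 5 of the 6 too. Capture of 2 cells together was weighed by genes detected. The 4 cells of run 2 with both that did not cycle detected 3736.5 genes and the other 45 detected 2758. In run 1 the medians were 4871 and 4466 among cycling cells and 3951 and 3332 among the rest. The direction is that of a captured pair, but a rule that asks for several markers favours cells with many genes, so the 2 cannot be told apart. In adult luminal cells 5 of 39 had both (12.8%, 4.30 to 27.4), with 3843 genes compared with 3417 in the others.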
